A study of Mus musculus with 8 samples. Its data were reported in "Inhibition of pyrimidine biosynthesis targets protein translation in acute myeloid leukemia" (2022).

How the data were processed

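RNA was measured in acute myeloid leukaemia (AML) cells that express the RUNX1-RUNX1T1 fusion and that had been transplanted into mice. Per the labels, 4 samples came from mice given vehicle and 4 from mice given AG636 by mouth at 100 mg/kg. AG636 is an inhibitor of DHODH, an enzyme of pyrimidine synthesis. The cells were isolated by cell sorting. The labels name bone marrow and spleen as the tissues without saying which sample came from which. They also do not say whether each sample within a group is a separate mouse, which the tests assume. The figure legend of the study gives fewer mice per group for this model than the 4 samples per group used here. Whether samples share a mouse, or the study left a sample out, is not stated. If samples share a mouse, the SDs and p-values given for 4 samples rest on fewer independent mice. Libraries were made with a QuantSeq 3′ mRNA kit, which primes on poly-A and reads the 3′ end of transcripts. A count therefore reflects the number of transcripts primed in this way, with little dependence on their length.

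The deposited values are raw read counts per gene. To make these counts, the authors removed reads of low base quality, trimmed primer-derived bases and poly-A sequence with cutadapt, mapped the reads to the mouse genome mm10 with HISAT2 and counted them per gene with the subread package. Whether strand was used, and how reads mapping to several places or overlapping genes were treated, was not stated. The counts of genes with near-identical copies, such as ribosomal protein genes with pseudogenes and mitochondrial genes with nuclear copies, and of overlapping or antisense genes are uncertain for that reason. The table held 54838 Ensembl genes in GRCm38 coordinates, and 54037 of the 54723 genes that it shared with GENCODE release M21 had the same start and end there. Symbols were taken from a name table, which left 115 genes without one. All count columns matched the title of 1 sample each.

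Samples were grouped by their titles. Replicates were compared by a chi-square test of their counts, and no pair agreed within sampling noise. Genes were kept by the default rule of filterByExpr (a minimum count of 10), library sizes were scaled by TMM factors, and AG636 was compared with Vehicle by limma-voom (limma 3.58.1, edgeR 4.0.16, R 4.3.3) in 1 fit of all 8 samples with group as the only term. limma was chosen because the methods of the study name it. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and the threshold was 0.05. Expression levels are counts scaled to the TMM-adjusted library size (CPM), with the SD over 4 samples.

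Gene sets were tested with CAMERA from limma, a competitive test that compares the genes of a set with all other tested genes, at a preset inter-gene correlation of 0.01 and with adjustment over 13 sets. The value given for a set is the mean log2 fold change of its genes minus that of all other tested genes. The collections that the study used were not used here. The sets were families and marker lists written before the data were examined, and the list of p53 targets was written after pictures of the study's figures, which name some of its members, had been seen. A score, the mean log2 CPM of the set (prior count 2), was also computed for each sample and compared by a two-sided exact permutation test over 70 relabellings, which cannot give a p-value below 0.0286. A list of 34 genes that the text of the study discusses was also written before the data were examined. Polr1a to Polr1e are in it although that text does not name them and mentions only RNA polymerase I components as a group. The p-values of the list were adjusted over all genes and over the list alone. For Rpl15, Eif5, Eif3a and RNA polymerase I components, the study reports lower expression from data that include this leukaemia. Their values here are therefore not an independent test. The same applies to the sets of translation and RNA polymerase I genes. Values of some genes examined are not reported here.

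Genes are named by a rule fixed before the data were examined. The rule takes the 5 largest log2 fold changes in each direction among genes past the threshold with an average log2 CPM of at least 5 and no overlap between the groups, the genes of the list, and the 2 genes with the smallest p-values in each set past the threshold.

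The fit was tested on simulated counts with the real means and library sizes and with dispersions estimated from the data. Of the simulated genes 10792 passed the filter. Of 200 genes changed by 1 log2 unit, 197 passed it and limma-voom recovered 75.6% of these, and 8.54% of its calls were false. CAMERA called 0 of 20 unchanged sets, in which genes had been drawn independently of each other.

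The comparison was repeated with edgeR's quasi-likelihood test, DESeq2 (1.42.0), limma-trend, voom with sample quality weights, RLE and upper-quartile factors, library size alone, no filter, a minimum of 10 counts in every sample, mitochondrial genes left out, the replicate number as a block, each sample left out in turn, an adjusted p-value under 0.01, a log2 fold change of at least 1, and an inter-gene correlation estimated per set, all fixed before the data were examined. The replicate numbers come from the sample titles. Removal of each sample's trend with GC content or transcript length, and leaving out Gm42418 with the mitochondrial genes, were added after the data had been seen. GC content and length came from the longest GENCODE transcript, which existed for 10906 of the 10911 tested genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

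The samples held 6120030 to 7162036 counts. The smallest amount that such depths can show, set at 3 counts, was 0.419 to 0.490 CPM. Intervals (95%, Wilson) and this floor cover counting error only, because reads were counted without molecular identifiers.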

Results

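To examine how inhibition of DHODH alters gene expression in leukaemic cells in vivo, RNA was profiled in sorted RUNX1-RUNX1T1 AML cells in 4 samples from mice given vehicle and 4 samples from mice given AG636. Vehicle samples 1 to 4 held 7162036, 6733393, 6586446 and 6648180 counts, and AG636 samples 1 to 4 held 6241494, 6369894, 6120030 and 6610360 counts. Vehicle samples averaged 6782500 ± 260100 counts and AG636 samples 6335400 ± 209800 counts (SD, n = 4 each), a difference that did not pass a two-sided exact permutation test (p = 0.0571, adjusted p = 0.143 over 5 measures of depth). The number of genes with at least 1 count ranged from 16141 to 18049. Gm42418, a gene that overlaps a ribosomal RNA repeat, took the largest share of any single gene named here, from 4.71% of the counts in AG636 sample 4 (95% interval 4.70 to 4.73%, Wilson) to 7.95% in Vehicle sample 1 (7.93 to 7.97%), and this share did not differ between groups (exact permutation p = 0.657). Mitochondrially encoded genes took 5.74 to 8.28% of the counts.

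The samples were first compared without reference to their groups. Spearman correlations of log2 CPM lay between 0.982 and 0.994 within the Vehicle group, between 0.959 and 0.980 within the AG636 group, and between 0.957 and 0.980 across groups. AG636 samples therefore differed among themselves about as much as they differed from Vehicle samples. In multidimensional scaling on the 500 genes that differed most between each pair of samples, dimension 1 held 28.7% and dimension 2 held 24.9% of the variance. AG636 samples 1, 2 and 4 had positive values on dimension 1, from 0.42 to 1.07, and the Vehicle samples had negative values, from −0.63 to −0.08. AG636 sample 3 lay at −0.36 on dimension 1, among the Vehicle samples, and was set apart on dimension 2 at −1.27. Vehicle sample 4 lay away from the other Vehicle samples on dimension 2, at 0.93.

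**Figure D1:**
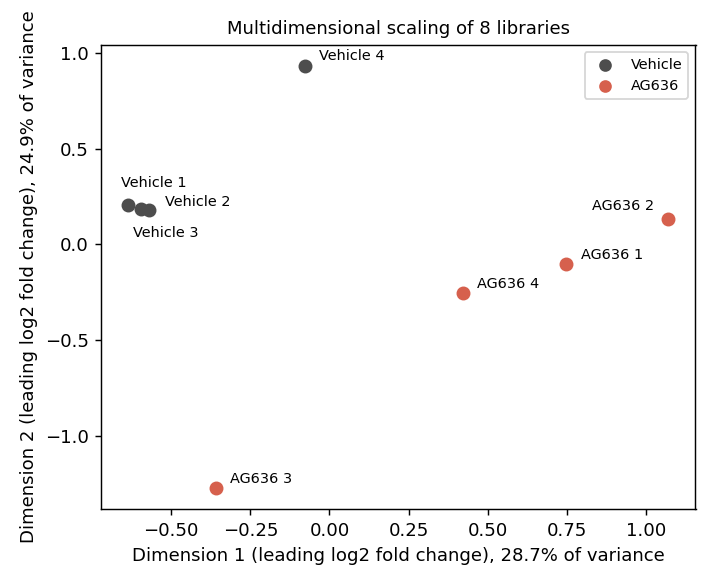
Multidimensional scaling of the 8 libraries on the 500 genes that differed most between each pair of libraries, with dimension 1 (28.7% of the variance) on the horizontal axis and dimension 2 (24.9%) on the vertical axis, both in log2 units, and 1 point per library. AG636 sample 3 sits at −0.36 on dimension 1, on the side of the Vehicle samples, while the other AG636 samples sit at 0.42 or above.

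To determine which transcripts changed with treatment, AG636 was compared with Vehicle gene by gene. Of 54838 genes, 10911 passed the filter. By limma-voom with Benjamini-Hochberg adjustment, 1523 genes (13.96% of those tested) had an adjusted p-value under 0.05, of which 597 were higher and 926 lower in AG636. The lower genes made up 60.8% of the calls under TMM factors. This split depended on scaling: with library size alone, 918 genes were higher and 571 lower, so that lower genes made up 38.4%. The groups did not overlap in 2427 tested genes (22.2%), against 2.86% by chance. The smallest adjusted p-value was 0.000336. Most changes were small, with a median absolute log2 fold change of 0.57 among the called genes, and the setting that moved the count most was a minimum change of 1 log2 unit, which left 216 genes, 150 higher and 66 lower. Leaving out single samples gave between 688 calls (without Vehicle sample 3) and 1706 calls (without AG636 sample 3).

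Among called genes that were well expressed and had no overlap between groups, 285 were higher and 660 lower, and the largest changes in each direction are given here. Hist2h2be, a histone gene (ENSMUSG00000068854, chromosome 3, 96221119 to 96223738, + strand), rose from 23.5 ± 3.37 to 79.03 ± 8.73 CPM (SD, n = 4), a log2 fold change of 1.75 (SE 0.13, limma adjusted p = 0.000336). Mylk3 (ENSMUSG00000031698, chromosome 8, 85324303 to 85386345, − strand) rose from 63.9 ± 21.5 to 202 ± 114 CPM, a log2 fold change of 1.58 (SE 0.34, adjusted p = 0.0139). Snord13, a small nucleolar RNA gene (ENSMUSG00000088252, chromosome 8, 31149864 to 31149967, − strand), rose from 48.1 ± 12.4 to 142 ± 45.03 CPM, a log2 fold change of 1.54 (SE 0.24, adjusted p = 0.00411). Since the kit primes on poly-A, counts of Hist2h2be and Snord13 cannot tell a change in RNA amount from a change in poly-A tailing. Pspc1 (ENSMUSG00000021938, chromosome 14, 56720710 to 56778316, − strand) rose from 37.7 ± 3.12 to 102 ± 12.02 CPM, a log2 fold change of 1.43 (SE 0.11, adjusted p = 0.000336). Popdc2 (ENSMUSG00000022803, chromosome 16, 38362209 to 38378216, + strand) rose from 28.5 ± 2.77 to 77.7 ± 15.6 CPM, a log2 fold change of 1.43 (SE 0.15, adjusted p = 0.00151).

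Of the 5 largest falls, 4 were in mitochondrially encoded genes. mt-Cytb (ENSMUSG00000064370, mitochondrial chromosome, 14145 to 15288, + strand) fell from 8977 ± 240.1 to 1866 ± 1013 CPM (SD, n = 4), a log2 fold change of −2.41 (SE 0.30, limma adjusted p = 0.00178). mt-Nd4 (ENSMUSG00000064363, 10167 to 11544, + strand) fell from 10427 ± 1526 to 2508 ± 1081 CPM, a log2 fold change of −2.18 (SE 0.32, adjusted p = 0.00308). mt-Atp8 (ENSMUSG00000064356, 7766 to 7969, + strand), which overlaps mt-Atp6, fell from 244 ± 18.98 to 98.0 ± 37.8 CPM, a log2 fold change of −1.40 (SE 0.23, adjusted p = 0.00472). mt-Nd2 (ENSMUSG00000064345, 3914 to 4951, + strand) fell from 5968 ± 549.7 to 2635 ± 1242 CPM, a log2 fold change of −1.36 (SE 0.36, adjusted p = 0.0325). The remaining gene, Fgf3 (ENSMUSG00000031074, chromosome 7, 144838083 to 144844436, + strand), fell from 174 ± 39.5 to 66.3 ± 35.6 CPM, a log2 fold change of −1.58 (SE 0.39, adjusted p = 0.0233). When single samples were left out, mt-Nd2 lost significance without any 1 of the 4 Vehicle samples, and Fgf3 without Vehicle sample 1, 2 or 3 or AG636 sample 1. The other 8 genes stayed under 0.05 in all 8 of these fits.

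**Figure D2:**
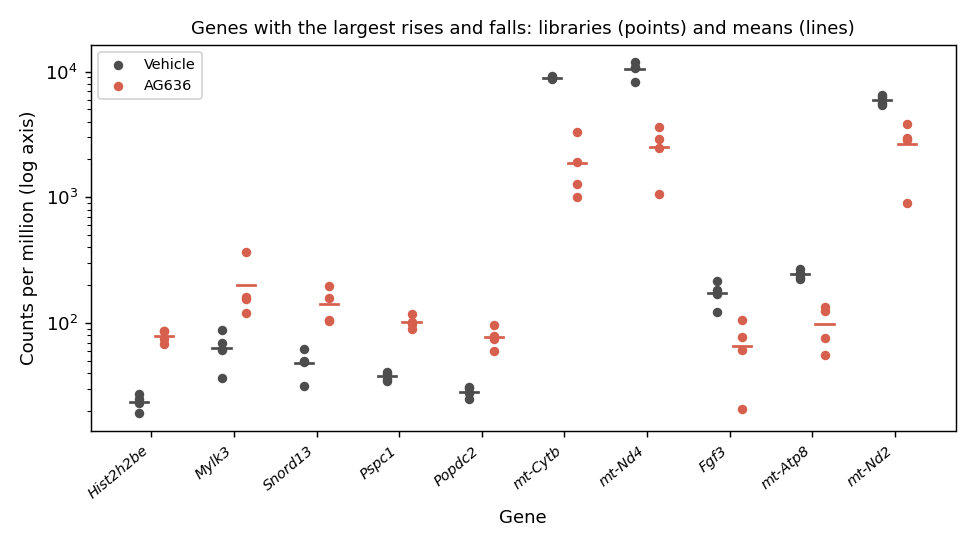
CPM on a logarithmic axis for the 5 genes with the largest rises and the 5 with the largest falls, with 1 point per library and a line at each group mean. For each gene the 4 AG636 libraries lie entirely above or entirely below the 4 Vehicle libraries, and Mylk3 spreads widely within AG636 (202 ± 114 CPM).

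The mitochondrial transcripts did not change in 1 direction. Of 11 messenger RNA genes tested, 10 were lower in AG636 and 9 of these were called, while the exception, mt-Nd6, had a log2 fold change of 0.94 (limma adjusted p = 0.0610). Among the called genes, mt-Co2, mt-Atp6 and mt-Co3 had low counts, with Vehicle means of 10.2, 9.04 and 4.95 CPM. The log2 fold change of mt-Co1 was −0.06 and turned to 0.0082 with library size alone, under which 9 genes were lower, 8 of them called, and 1 gene was called higher. Both ribosomal RNAs were higher, mt-Rnr1 by a log2 fold change of 0.50 (SE 0.09, adjusted p = 0.00705) and mt-Rnr2 by 0.23 (SE 0.10, adjusted p = 0.134). The ribosomal RNAs took 3.96 ± 0.196% of all counts in Vehicle and 5.16 ± 0.460% in AG636 (SD, n = 4), with no overlap between groups (exact permutation p = 0.0286, adjusted p = 0.143 over 5 measures). Of 13 transfer RNA genes tested, 4 were called higher and 1 lower, mostly at low counts.

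**Figure D3:**
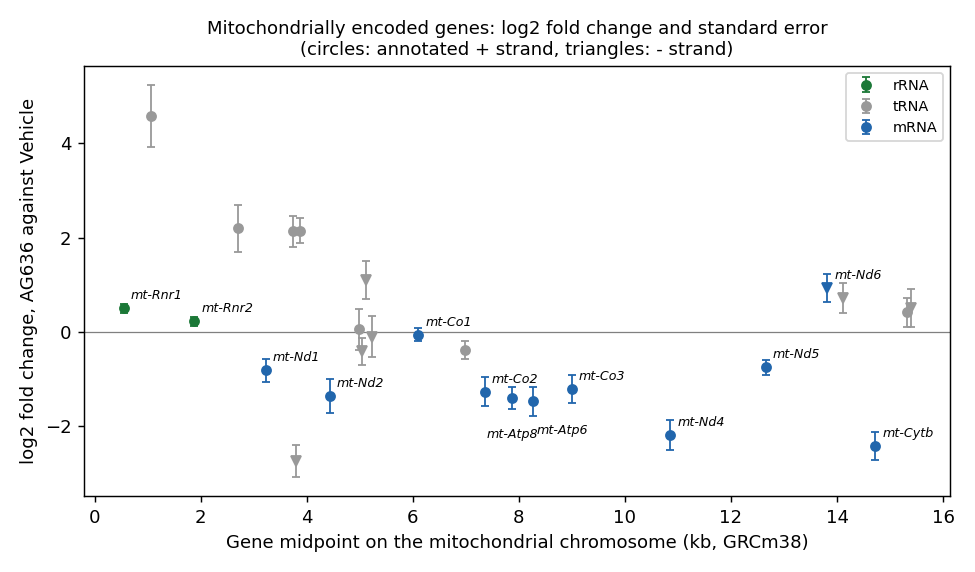
Log2 fold change (AG636 against Vehicle, vertical axis, with standard error) of each tested mitochondrially encoded gene against its midpoint on the mitochondrial chromosome in kb (horizontal axis), with ribosomal, messenger and transfer RNAs in separate colours. mt-Rnr1 and mt-Rnr2 lie above 0, at 0.50 and 0.23, and 10 of the 11 messenger RNA genes lie below it, with mt-Cytb lowest at −2.41, although mt-Co1 (−0.06) moves above 0 when library size alone is used for scaling.

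Because the study reports lower expression of translation genes after DHODH inhibition, families of such genes were compared with all other tested genes. The 225 tested translation genes together had a mean log2 fold change 0.26 below that of the other genes (difference −0.26, CAMERA adjusted p = 3.09e-12 over 13 sets). Of them, 193 were lower and 32 higher, and 57 were called lower and 1 higher. Their score fell from 7.498 ± 0.042 in Vehicle to 7.262 ± 0.062 in AG636 (SD, n = 4), with 4 of 4 AG636 samples below the Vehicle mean (exact permutation p = 0.0286, adjusted p = 0.0413). By family, the difference was −0.42 for elongation and release factors (9 genes, CAMERA adjusted p = 0.000189), −0.38 for cytosolic tRNA synthetases (20 genes, adjusted p = 2.29e-07), −0.34 for initiation factors (42 genes, adjusted p = 5.26e-11) and −0.31 for mitochondrial ribosomal proteins (74 genes, adjusted p = 1.07e-10), and in each of these 4 families the scores of the groups differed at the smallest p-value that the exact permutation test can give (0.0286, adjusted 0.0413). For cytosolic ribosomal proteins the difference was −0.14 (81 genes, CAMERA adjusted p = 0.0182), 3 genes were called lower, and their score did not separate the groups (8.89 ± 0.05 in Vehicle, 8.78 ± 0.21 in AG636, exact permutation p = 0.343), with AG636 sample 2 above every Vehicle sample.

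RNA polymerase I subunits, which the study also examined in this leukaemia, had a difference of −0.51 (8 genes, CAMERA adjusted p = 0.000189), and genes of pyrimidine synthesis and salvage a difference of −0.36 (18 genes, adjusted p = 0.000466). Interferon-stimulated genes were higher, with a difference of 0.52 (44 genes, adjusted p = 2.29e-07), and 12 of them were called higher and 1 lower. The p53 target genes were also higher, with a difference of 0.46 (24 genes, adjusted p = 2.29e-07), and 11 were called, each in that direction. All 4 AG636 samples lay on the same side of the Vehicle mean in these 4 sets (exact permutation p = 0.0286, adjusted p = 0.0413 in each). Targets of Atf4 were lower by CAMERA (difference −0.27, 18 genes, adjusted p = 0.0267), but their score did not separate the groups (exact permutation p = 0.171). Neither mature myeloid markers (difference 0.07, 16 genes, adjusted p = 0.310) nor stem and progenitor markers (difference 0.25, 9 genes, adjusted p = 0.251) differed from the other genes. The mature myeloid difference was unstable and ranged from −0.35 to 0.51 over the alternatives. The alternative that moved the set tests most was an inter-gene correlation estimated per set, under which 2 of the 13 sets passed the threshold, initiation factors and RNA polymerase I subunits (CAMERA adjusted p = 0.0469 for both), against 11 sets at the preset correlation. At the preset correlation, between 1 and 12 sets also passed in each of the 34 other ways of splitting the 8 samples into groups of 4.

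**Figure D4:**
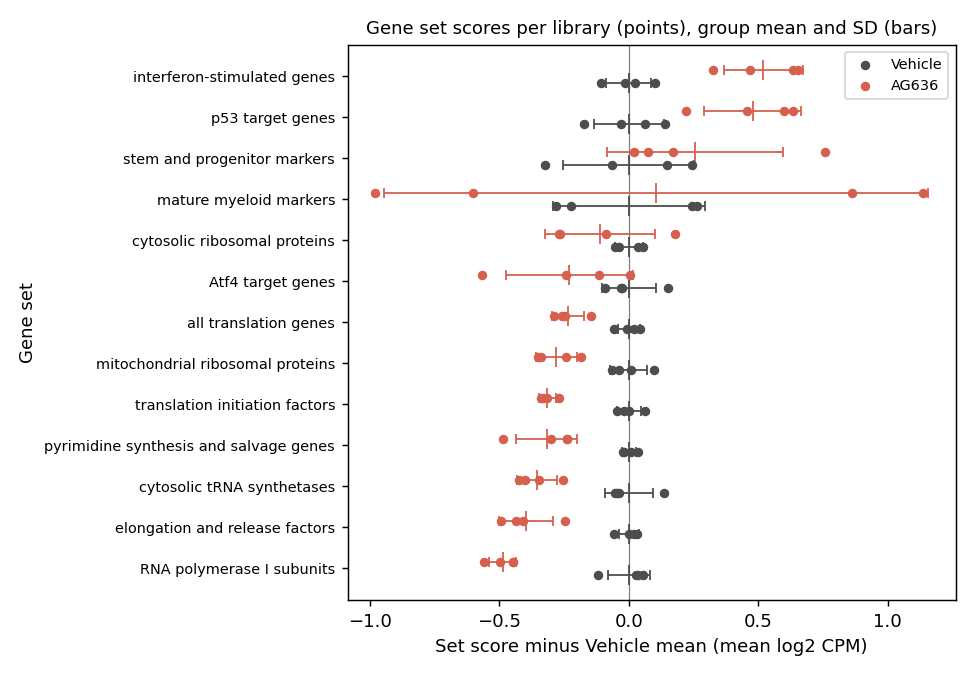
Set score (mean log2 CPM of the set, horizontal axis) relative to the Vehicle mean for each of the 13 gene sets, with 1 point per library and bars for the group mean and SD (n = 4). AG636 libraries lie to the left of the Vehicle libraries for initiation factors and RNA polymerase I subunits and to the right for interferon-stimulated and p53 target genes, and the groups overlap for cytosolic ribosomal proteins and mature myeloid markers.

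The genes with the smallest p-values in these sets showed changes of at most 1.32 log2 units in size. Among translation genes these were Mrpl12 (log2 fold change −0.91, SE 0.09, limma adjusted p = 0.00106), Eif4b (−0.83), Eif4a1 (−0.80), Etf1 (−0.73), Tars (−0.61), Eef1d (−0.60), Nars (−0.56), Rpl13a (−0.55), Mrpl54 (−0.52) and Rpl12 (−0.49). Rpl12 was the least stable of them, and lost significance in 5 of the 8 fits that left out 1 sample. Cd3eap, a subunit of RNA polymerase I that overlaps Ercc1 on the other strand, had a log2 fold change of −1.07 (SE 0.16, adjusted p = 0.00318), and Polr1d one of −0.49. In the pyrimidine set, Umps (−0.69) and Ctps (−0.65) were lower. Of the interferon-stimulated genes, Oas3 had a log2 fold change of 1.32 (SE 0.17, adjusted p = 0.00214) and Sp100 one of 0.85. The p53 targets Psrc1 and Bbc3 had log2 fold changes of 0.88 and 0.79. The Atf4 targets moved in both directions, with Ddit4 at 1.27 (SE 0.16, adjusted p = 0.00214) and Slc7a1 at −0.93 (SE 0.15, adjusted p = 0.00454).

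Finally, the 34 genes that the study discusses, by name or as a group, were compared as a list. Of these, 29 passed the filter, 8 were called over all genes tested and 10 over the list alone. All 8 were lower in AG636: Myc (log2 fold change −0.77, SE 0.15, limma adjusted p = 0.00867), Polr1b (−0.76), Rpl13a (−0.55), Polr1a (−0.54), Uchl5 (−0.49), Polr1d (−0.49), Eif5 (−0.44) and Eif3a (−0.32). The study reports Eif5, Eif3a and RNA polymerase I components as lowered from data that include this leukaemia. Their calls are therefore not independent support. Atf4 (−0.44) and Polr1e (−0.60) passed over the list alone (adjusted p = 0.0377 and 0.0308) and not over all genes (adjusted p = 0.0716 and 0.0599), and both passed over all genes under DESeq2 (adjusted p = 0.0482 and 0.0475, range over alternatives 0.0175 to 0.170 for Atf4 and 0.0302 to 0.156 for Polr1e). Eif3a lost significance without Vehicle sample 1, 3 or 4, and Uchl5 without Vehicle sample 3. Myc fell from 97.6 ± 19.3 to 56.6 ± 7.12 CPM (SD, n = 4), with no overlap between the groups. Transcripts of the drug target Dhodh did not differ (33.0 ± 4.002 CPM in Vehicle, 29.8 ± 2.39 CPM in AG636, log2 fold change −0.14, limma adjusted p = 0.442), nor did those of Yy1 (192 ± 3.33 and 187 ± 17.4 CPM, log2 fold change −0.04, adjusted p = 0.773). Of the ribosomal protein genes in the list, Rpl15 (−0.22), Rpl28 (−0.11), Rpl27 (−0.39) and Rps10 (0.05) were not called, and for Rpl28 a neighbour on the other strand, Ube2s, overlaps the gene. The text of the study describes these cells as sorted for high cKit, and its figure legend as cKit-positive and CD11b-negative. CD11b is the product of Itgam. Such sorting limits in advance what Kit, Itgam and the mature myeloid and stem marker sets can show. The sort marker Kit had a log2 fold change of 0.31 (SE 0.13, adjusted p = 0.142). The other 5 genes were too low to test: Itgam had at most 4 counts, Ly6g 5, Ly6a 14 and Cxcr2 17 counts in any sample, and Yy2 had 0 counts in every sample, where the smallest amount that the depth can show was 0.419 to 0.490 CPM.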

Values the study reported

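In a different leukaemia model, which expresses MLL-AF9, the study reported 231 genes raised and 275 genes lowered by AG636.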

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

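The value of each sample was compared with the others of its group for 158 combinations of a measure and a group (depth measures, set scores and the expression of named genes), and in 6 of them 1 sample lay farther from the rest than Dixon's ratio allows at 95%. Chance alone gives about 7.9 of 158, so these 6 are no more than chance would give, and no pattern is drawn from them. The comparisons below, with single samples left out, were planned before the data were examined.

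Of the 6, 5 were in the Vehicle group. Vehicle sample 4 had a score for cytosolic tRNA synthetases of 7.09, against 6.89 to 6.91 in the other Vehicle samples, and an Fcgr3 level of 3.79 log2 CPM, against 5.39 to 5.64. Its total of 6648180 counts lay within the range of the other Vehicle samples, so a difference in depth was not seen. Its counts differed from those of the other Vehicle samples by a chi-square of 9.18 to 13.1 per degree of freedom, while those 3 differed from each other by 3.88 to 4.54. Leaving it out, the tRNA synthetase difference was −0.33 and the log2 fold change of Fcgr3 became −0.36, in place of 0.05. Among the Vehicle samples it also had the highest B cell score (2.26, against 1.35 to 1.73) and the lowest T and NK cell score (0.52, against 1.68 to 2.24), neither beyond the ratio, so a difference in the mixture of sorted cells is left open.

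The other 4 were single values. Vehicle sample 2 had a score of 6.13 for RNA polymerase I subunits, against 6.27 to 6.30, and a Usp22 level of 5.41 log2 CPM, against 5.178 to 5.202. Without it, the RNA polymerase I difference was −0.57 and the log2 fold change of Usp22 was −0.035. Vehicle sample 3 had a Tfpt level of 3.52 log2 CPM, against 3.13 to 3.19. Tfpt had 480 counts over all samples and is overlapped on the other strand by Ndufa3, with 9920 counts, so its own level is uncertain. AG636 sample 2 had an Eif3a level of 9.51 log2 CPM, against 9.60 to 9.61, and without it the log2 fold change of Eif3a was −0.30 (limma adjusted p = 0.0235, range over all alternatives 0.000371 to 0.0696).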

How the results depend on the processing

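The direction of 12 of the 13 set differences was the same under each alternative, mature myeloid markers being the exception, and RNA polymerase I subunits and initiation factors stayed past the threshold in each. Over all alternatives the difference ranged from −0.58 to −0.49 for RNA polymerase I subunits, from −0.38 to −0.31 for initiation factors, from −0.33 to −0.24 for all translation genes, from 0.42 to 0.60 for interferon-stimulated genes and from 0.40 to 0.54 for p53 targets. The removal of the GC trend, alone or with the replicate block, the removal of the length trend, and leaving out Gm42418 with the mitochondrial genes, were chosen after seeing the data.

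The number of called genes fell to 435 (140 higher, 295 lower) at an adjusted p-value under 0.01 and to 216 (150 higher, 66 lower) at a minimum change of 1 log2 unit. DESeq2 gave 955 higher genes. With library size alone, 918 genes were higher and 571 lower. The TMM factors of the AG636 samples were the larger ones on average, and no measurement in the table shows which scaling is right. Across the 8 fits that each left out 1 sample, the count ranged from 688 to 1706, higher genes from 221 to 769 and lower genes from 467 to 937. Of the 688 genes called without Vehicle sample 3, 678 were among the 1523. The other alternatives that kept all samples and the threshold gave 1202 to 1964 calls, and under each of them the shared genes had the same direction.

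With the replicate number as a block, 1446 genes were called (616 higher, 830 lower), of which 1258 were shared. Same-numbered samples are different mice. Their deviations from the group means had a mean correlation of 0.053 (−0.14 to 0.20 over 4 pairs), against −0.021 for differently numbered samples. Pairing by number was thus not shown, and 4 pairs are too few to exclude it. Under the block the set differences were −0.15 for cytosolic ribosomal proteins, −0.28 for all translation genes, 0.52 for interferon-stimulated genes and 0.45 for p53 targets, and mature myeloid markers passed the threshold at 0.45. Atf4 (−0.44) and Polr1e (−0.58) were also called under the block, and with the block and the GC trend removed (−0.39 and −0.54), while Rpl12 was no longer called in either (−0.49 and −0.45). The block together with removal of the GC trend gave 1497 genes.

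With the inter-gene correlation estimated per set, 9 sets with unchanged differences were no longer past the threshold: cytosolic ribosomal proteins (−0.14), mitochondrial ribosomal proteins (−0.31), elongation and release factors (−0.42), tRNA synthetases (−0.38), interferon-stimulated genes (0.52), p53 targets (0.46), Atf4 targets (−0.27), pyrimidine genes (−0.36) and all translation genes (−0.26, or −0.265 to 3 digits). This setting also lowers the degrees of freedom of the test, and the share of each in the larger p-values was not tested. Cytosolic ribosomal proteins also lost significance under DESeq2 (−0.14) and with the GC trend (−0.12) or the length trend (−0.12) removed, and without Vehicle sample 3 (−0.13), AG636 sample 1 (−0.091) or AG636 sample 4 (−0.093), in a range from −0.24 to −0.091 with 1 sample left out. Atf4 targets lost it under DESeq2 (−0.24) and without AG636 sample 1 (−0.15), in a range from −0.34 to −0.15. Mature myeloid markers passed with no filter (0.33), under the block (0.45) and under the block with the GC trend removed (0.45). Their difference was largest under edgeR's test and DESeq2 (0.51 in both), where they did not pass (CAMERA adjusted p = 0.184 and 0.0833). It turned negative with quality weights (−0.0427) and with 10 counts in every sample (−0.0789), and ranged from −0.35 to 0.45 with 1 sample left out. The cause was not tested.

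Calls over all genes were gained under DESeq2 for Atf4 (−0.43) and Polr1e (−0.56), and with 1 sample left out for Atf4 and Kit (−0.52 and 0.46, without AG636 sample 4), Polr1e (−0.73, without AG636 sample 3) and Polr1c (−0.40, without AG636 sample 2). Eif3a lost its call with library size alone (−0.25). Changes of sign among single genes were limited to genes with adjusted p-values far above 0.05. Cdk5 (−0.01) became 0.011 under DESeq2, 0.014 with quality weights, 0.0086 with RLE factors, 0.019 with upper-quartile factors, 0.060 with library size alone, 0.020 with 10 counts in every sample, 0.0087 without mitochondrial genes, and 0.035, 0.035 and 0.031 with the GC trend, the GC trend and block, and the length trend removed. Tfpt (−0.01) became 0.0040 with RLE factors, 0.016 with upper-quartile factors, 0.056 with library size alone, 0.015 with 10 counts in every sample, 0.0042 without mitochondrial genes, and 0.046, 0.037 and 0.043 in the same 3 trend fits. Yy1 became 0.028 with library size alone, and Fcgr3 (−0.16) and Rps10 (−0.0184) turned negative with quality weights. With 1 sample left out, the range crossed 0 for Cdk5 (−0.074 to 0.044), Tfpt (−0.057 to 0.072), Yy1 (−0.086 to 0.0087), Fcgr3 (−0.43 to 0.51), Rps10 (−0.10 to 0.14), Ino80b (−0.036 to 0.11), Rpl28 (−0.25 to 0.00087) and Ccni (−0.041 to 0.16). The cause was not tested. With all totals thinned to 6120030 counts, 1460 to 1510 genes were called in 5 draws.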

Other observations

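The tests of depth, of a few abundant genes, of GC content, of gene length, of other splits of the samples and of pyrimidine content and genomic span were set down before their results were seen. The tests on mitochondrial transcripts, ribosomal proteins, marker genes and histone genes were chosen only after the result had been seen. For the marker genes the reading was also changed, from ruled out to undecided, once the value was known.

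Technical explanations were tested for the number of called genes. Against 1523 called genes, at least 1460 were called with each library thinned to the smallest total, without Gm42418 and the mitochondrial genes 1509, with GC trends removed 1488 and with length trends removed 1443, so none of these 4 accounts for the number. The 8 samples can be split into groups of 4 in 35 ways. Of the 8 splits that, like the real one, part all 4 same-numbered pairs, 1 gave as many called genes, 1 as many higher genes and 1 as many lower genes, namely the real one. A share of 1 in 8 is the smallest that 8 splits can give, so these 8 alone cannot tell. All 35 splits can be compared as well, and among them again 1, the real one, gave as many (a share of 0.0286). Of the 34 others, 32 gave 0 calls, with 62 to 1059 genes at an unadjusted p-value under 0.05, against 3351 in the real split. The largest other count, 38, came from exchanging Vehicle sample 4 and AG636 sample 3, the samples that lay apart in the scaling plot.

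The set tests held up less well against other splits. Among the 8 comparable splits, 1 gave a CAMERA p-value as small as the real one for initiation factors, 1 for tRNA synthetases, 1 for RNA polymerase I subunits and 1 for pyrimidine genes, which is the real split itself. The number was 2 for mitochondrial ribosomal proteins, 2 for elongation and release factors, 2 for interferon-stimulated genes, 2 for p53 targets, 2 for all translation genes, 3 for stem and progenitor markers, 4 for Atf4 targets, 5 for cytosolic ribosomal proteins and 6 for mature myeloid markers. Among all 35 splits the number was again 1 for initiation factors, tRNA synthetases, RNA polymerase I subunits and pyrimidine genes, 3 for interferon-stimulated genes, 4 for p53 targets and for all translation genes, 5 for mitochondrial ribosomal proteins and for elongation and release factors, 13 for Atf4 targets, 16 for stem and progenitor markers, 24 for cytosolic ribosomal proteins and 25 for mature myeloid markers. Each of the 34 other splits had at least 1 set past the threshold, and even the 18 splits that put 2 samples of each treatment on either side had a median of 2.5 sets past it. A candidate explanation is that genes within these families may vary together between samples more than the preset correlation of 0.01 assumes. The alternative with estimated correlations, under which all translation genes had a difference of −0.26 and an adjusted p-value of 0.0629 (range over alternatives 7.82e-24 to 0.0629), does not test this explanation by itself, because it also lowers the degrees of freedom. The per-sample scores, which do not rest on that correlation, did separate the groups for 9 of the 13 sets.

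The opposite change of mitochondrial messenger and ribosomal RNAs was examined further. Within each library, the ratio of messenger to ribosomal RNA counts from the heavy strand was 88.4 to 103% in Vehicle and 20.1 to 42.0% in AG636, a difference of −1.63 in log2 ratio, with the 4 AG636 samples below all Vehicle samples (exact permutation p = 0.0286, the smallest this design can give). This ratio does not depend on scaling between libraries. With GC content the changes had a Pearson r of −0.0052 across 12 genes (permutation p = 0.987), which became −0.40 without the 2 genes of most extreme GC content, so no relation was shown. If transcripts were lost with distance from the heavy-strand promoter, the fold change would fall along the strand. Across the 12 ribosomal and messenger RNA genes it did (Pearson r = −0.78, permutation p = 0.00284, adjusted p = 0.0170 over 6 relations, and Spearman rho = −0.68, p = 0.0177, adjusted p = 0.106), and without the 2 genes farthest from the median position r was −0.58. Among the 10 messenger RNAs alone the relation was r = −0.58 (−0.576, permutation p = 0.0794, adjusted p = 0.238) and rho = −0.44 (p = 0.207), and r was −0.26 without the farthest 2, so it rests largely on the contrast with ribosomal RNAs. Genes are not independent replicates, and mt-Co2, mt-Atp6 and mt-Co3 entered with equal weight despite their low counts. A hypothesis that AG636 may limit transcription along the mitochondrial heavy strand can therefore not be told apart from a change in the stability, poly-A tailing or nuclear-copy counting of these RNAs, which the counts do not resolve. Gm10925, a gene on chromosome 1 that was singled out after its values were seen, also fell, by a log2 fold change of −1.56 (SE 0.19, limma adjusted p = 0.00178).

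Cytosolic ribosomal proteins had a mean log2 fold change of −0.11 ± 0.17 (SD over 81 genes), against −0.31 ± 0.22 for the other translation genes (144 genes). The difference between the 2 scores, taken within each library, did not separate the groups (exact permutation p = 0.257), so an unequal response of these families is not shown. The 38 tested ribosomal protein pseudogenes had a mean log2 fold change of −0.10, close to that of the parent genes, and reads shared with pseudogenes remain possible since their counting was not stated.

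Interferon-stimulated and p53 target genes could be raised by RNA from other cells. The summed level of B, T and NK cell markers was 58.7 to 100.4 CPM in Vehicle and 354, 89.7, 74.7 and 264 CPM in AG636 samples 1 to 4, and did not separate the groups (exact permutation p = 0.171). The score of B cell markers alone was 1.72 ± 0.39 in Vehicle and 2.59 ± 0.57 in AG636 (SD, n = 4, exact permutation p = 0.0571), with all 8 tested markers higher in AG636. Erythroid markers leaned the same way, with 9 of 10 higher in AG636, a score of 7.79 ± 0.28 in Vehicle and 8.28 ± 0.31 in AG636 (SD, n = 4) and 4 of 4 AG636 samples above the Vehicle mean (exact permutation p = 0.0857). AG636 sample 3 had a summed lymphoid level, a B cell score (1.89) and an erythroid score (7.87) within the ranges of Vehicle, and its interferon score (4.38) and p53 score (5.79) still lay above every Vehicle sample. It had 139 counts of T and NK cell markers, against 62 to 83 in Vehicle, of which 111 were of Nkg7 alone. In the other 3 AG636 samples the B cell and erythroid scores both lay above every Vehicle sample. RNA from other cells is thus not shown as the source of the higher scores, and is not ruled out in these 3 samples. Nor is it ruled out in AG636 sample 3, whose T and NK cell score (2.42) lay above the highest Vehicle score (2.24).

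Hist2h2be rose most of the genes named by rule, and Hist1h1c, singled out after its values were seen, had a log2 fold change of 1.21 (limma adjusted p = 0.0041). The other 55 tested histone genes as a set had a difference of 0.11 (CAMERA p = 0.0646), and their score, tested last, did not separate the groups (exact permutation p = 0.171). Of these, 33 were higher and 22 lower, and 5 were called higher and 0 lower, so a rise of histone transcripts as a class was not shown. A shortage of pyrimidines might be expected to lower transcripts rich in C and U, or long genes. Across 10880 nuclear genes, the log2 fold change had a Spearman rho of 0.026 with pyrimidine content, and 19 of the 35 splits gave a rho as large in size. With genomic span rho was 0.093, opposite to that expectation, and 3 of the 35 splits gave one as large.

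Some values were looked at as checks on the samples. Erythroid transcripts were abundant in all 8 libraries, with 15955 to 25961 counts of Car1, and Hbb-bt had a log2 fold change of 0.90 (limma adjusted p = 0.0238). Xist had 14 to 21 counts in Vehicle and 23 to 45 in AG636 (log2 fold change 0.83, limma adjusted p = 0.0875), and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 to 2 counts in each library. The summed counts of these 5 genes, relative to library size, separated the groups (exact permutation p = 0.0286, without adjustment), and the cause was not tested. Igkc counts were 1454 and 1039 in AG636 samples 1 and 4 and 142 to 325 in the other 6 libraries.

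Here 597 genes were higher and 926 lower in AG636. At this threshold the numbers are larger than those quoted from the study above. Those came from a different leukaemia model and from cut-offs that the study calls stringent. With stricter settings here, 140 genes were higher and 295 lower at an adjusted p-value under 0.01. With a minimum change of 1 log2 unit, 150 were higher and 66 lower, both fewer than the numbers quoted for the other model. The study also reports changed genes for the leukaemia used here, and those were not compared with these counts. Myc transcripts, which the text of the study describes as not affected by AG636, were lower here in 4 of 4 samples. Their log2 fold change was −0.77. That text does not name the leukaemia model for Myc, and its plot of transcript half-lives used MLL-AF9 cells. In MLL-AF9 cells in culture, the study reports lower MYC protein after AG636.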
